A study of Mus musculus with 72 samples. Its data were reported in "Xist-mediated silencing requires additive functions of SPEN and Polycomb together with differentiation-dependent recruitment of SmcHD1" (2022).

How the data were processed

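Chromatin-associated RNA sequencing (ChrRNA-seq) reads the RNA that is still bound to chromatin, most of it newly transcribed. The deposited data covered 72 libraries of mouse XX embryonic stem cells (mESCs) and of the neural precursor cells (NPCs) differentiated from them. In both lines an inducible promoter drives Xist from a single X chromosome, which becomes the inactive X (Xi) while the other stays active (Xa). Xist lies on the Mus musculus domesticus X in iXist-ChrX_Dom and on the Mus musculus castaneus X in iXist-ChrX_Cast. SmcHD1 knockout (KO) clone A3 derives from iXist-ChrX_Dom, and clones D5 and G6 derive from iXist-ChrX_Cast.

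Per the labels and the file headers, the authors removed ribosomal reads, aligned the remaining pairs to a SNP-masked mm10 genome with STAR, assigned reads to an allele with SNPsplit and counted fragments per gene with featureCounts in strand-specific mode over whole transcripts. The deposited count files gave whole-number counts of fragments for 22556 genes per library, 908 of them X-linked: all fragments, and the fragments assigned to the Cast and to the Dom allele. Coordinates are those of the count files (mm10). The authors also deposited allelic ratios for X-linked genes, given as a fraction, Xi/(Xi+Xa), for genes that passed their filters on allelic depth and on the uninduced ratio. The iXist-ChrX_Cast table listed 399 genes, and its 18337 values that could be compared equalled the ratios of the count files to within rounding (largest difference 4.996e-16). The iXist-ChrX_Dom table listed 246 genes. Its 26 columns of per-sample values carried names of iXist-ChrX_Cast libraries and were not used. Its gene list was used, and the ratios of that line were computed from the allelic counts.

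Groups were the line, the genotype or clone, and the day of Xist induction and NPC differentiation, taken from the labels. Libraries marked R1 and R2 of the same replicate were counted once (ratios averaged, counts summed), which left 65 replicates. For iXist-ChrX_Cast, the paper describes days 3, 5 and 7 as means over 3 replicate time courses. D5 and G6 reach that number on these days only with R1 and R2 as separate replicates. That setting was run as an alternative. In total counts, whether R1 and R2 of a replicate were more alike than separate replicates depended on the clone. Over all groups their chi-square statistic per gene was 55.2 in the median over 7 pairs, against 55.3 over 34 pairs of different replicates. In D5 it was below that of both pairs with the other replicate on each of 3 days (55.2, 18.4 and 54.7 at days 3, 5 and 7, against at least 69.7, 76.7 and 62.2), whereas in G6 it was above that of at least 1 such pair on each of these days (74.3, 86.5 and 95.1, against 34.4, 54.6 and 44.2 for the closer pair). The median allelic ratio did not differ between the clones in this way. At days 3, 5 and 7, R2 exceeded R1 in D5 (0.125, 0.0473 and 0.0492 against 0.0583, 0.0233 and 0.0244). The same held in G6 (0.117, 0.0372 and 0.0289 against 0.0476, 0.0152 and 0.0125). In both clones the other replicate lay between R1 and R2 on each of these days. The averaged KO ratios of these days therefore depend on R2. No library pair held the same counts in every gene. Uninduced (ES) libraries were of KO clones only, so no ES comparison between genotypes was made.

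The allelic ratio of each gene was compared between KO and WT with limma 3.58.1 (lmFit, eBayes with a mean-variance trend; day as a factor plus genotype) in 3 periods: days 2 and 3, days 5 and 7, and days 15 and later. Genes with a missing value in a period were left out of its fit. P-values were adjusted by the Benjamini-Hochberg method, and genes with an adjusted p below 0.05 were counted. The difference between periods was tested as the interaction of genotype with period, and the difference between lines as the interaction of genotype with line at days 15 and later. The median ratio over genes of each replicate was compared by exact two-sided permutation of the genotype within each line and day, with 100000 resamples where the arrangements were too many to list. Total fragment counts were compared with edgeR 4.0.16 (TMM, filterByExpr, glmQLFit and glmQLFTest; day plus genotype) at days 2 to 7 and at days 15 and later. Sets of genes were tested with camera (correlation between genes 0.01) and with fry. Xist levels were compared as log2 RPM (fragments of the gene scaled by the library total) by the same permutation.

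A silencing half-time was fitted per gene as an exponential decay to 0 with a free starting value, by least squares over the WT libraries of days 2, 3, 5 and 7 and a day 0 point, the mean uninduced ratio of the KO clones of the line, with values limited to 100 days. Half-times were compared between lines and with late KO minus WT differences across genes by Spearman's and Pearson's correlations with permutation p-values from 100000 resamples. Genes are not independent replicates. Principal components were computed from the 500 most variable autosomal genes after the variance-stabilising transformation of DESeq2 1.42.0. Computations ran in R 4.3.3 and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3; plots used matplotlib 3.10.9.

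Total depth ranged from 9344054 to 31216487 fragments per library, and 44.8% to 50.3% of fragments were assigned to an allele. Over the genes of the ratio tables, the median number of allelic fragments per gene ranged from 143 to 301.5 between libraries of iXist-ChrX_Dom and from 192 to 407 between libraries of iXist-ChrX_Cast. A count of 0 from Xi, which allows up to 3 fragments, therefore allowed a ratio of up to 0.00995 to 0.0210 for a gene of median depth in iXist-ChrX_Dom and of up to 0.00737 to 0.0156 in iXist-ChrX_Cast. Intervals for single libraries are 95% Wilson intervals. Intervals and limits cover counting error only, since fragments amplified by PCR are not independent molecules.

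The models were tested on simulated data. With 200 genes changed by a log2 fold change of 2, edgeR recovered 99.5% to 100% of them in 8 simulated settings, and 2.45% to 8.26% of its calls were false. The changed genes were well covered, all genes had the same spread (dispersion 0.02 or 0.1), and the change was equal on each day. This recovery therefore does not measure the power of the real late fits. With 30 genes whose ratio was raised by 0.15 in simulated late libraries, limma recovered 29 of them in iXist-ChrX_Dom (195 genes run) and 19 in iXist-ChrX_Cast (331 genes run), with 0 false calls. The half-time fit recovered 99% of 200 simulated half-times to within 20%, with a median error of 5.52%.

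Groups, tests, most alternatives and the rule for naming genes were fixed before the data were examined. In each line, the named genes were the 5 with the largest late KO minus WT difference among those past the threshold and with a ratio above that of WT on the same day in every KO library; no gene met the corresponding rule for total expression, which asked for a call in both late fits. Smchd1, Xist, Nanog, Klf2, Nes, Vim, known escape genes and lists of clustered protocadherins, Hox genes and imprinted genes were also fixed then. The alternatives fixed then were a log2 scale of the allele quotient with an offset of 0.01, a bound on the uninduced ratio of 0.1 to 0.9, no variance trend, days 5 and 7 as the early period, the mean over genes or the genes of both tables for the median ratio, each line or clone alone, DESeq2 and its size factors, library totals in place of TMM, TMM for the Xist level, no filter beyond 1 count, all libraries of a line in a single fit, R1 and R2 as separate libraries, a replicate block, half-times with no day 0 or with a free plateau, the half-time relation without escape genes, the X-linked set without Xist, 2000 genes for the principal components, and leaving out each library or day in turn. Chosen after seeing the data were the tests between lines and between the clones of iXist-ChrX_Cast for Xist, the overlap of calls between lines, a minimum of 20 allelic fragments in every library, a quasi-likelihood test of the allelic counts, crossed replicate numbers, leaving out Xist from the allelic fits, each line alone and each KO clone alone for the Xist level, the log2 scale for half-times and for the test between lines, and the shares of the Cast allele on autosomes. Those shares were taken over 7867 autosomal genes with at least 30 allelic fragments in every library, by 131 windows of 20 Mb with at least 5 genes.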

Results

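ChrRNA-seq profiles were compared between WT and SmcHD1 KO cells over a time course of Xist induction and NPC differentiation. The iXist-ChrX_Dom line gave 12 WT libraries and 14 libraries of clone A3. The iXist-ChrX_Cast line gave 14 WT libraries and 16 libraries of each of clones D5 and G6. For iXist-ChrX_Dom there were 2 replicates per genotype at days 2, 3, 5 and 7 and 1 at each of days 15, 21, 35 and 52. For iXist-ChrX_Cast there were 2 or 3 WT replicates and 2 replicates of each clone at days 2, 3, 5 and 7, and 1 of WT and of each clone at days 15, 21 and 35. No value of a single late day therefore has a replicate error. The late WT libraries of iXist-ChrX_Dom were also not of a single population, as the Cast share past 140 Mb of chromosome 6 was 0.497 at day 15 and 0.0525 to 0.173 at days 21 to 52, and the replicate numbers of A3, D5 and G6 changed between days 15 and 21. Depth ranged from 9344054 to 31216487 fragments per library in iXist-ChrX_Dom and from 13211298 to 31107643 in iXist-ChrX_Cast.

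The targeted gene was examined first. Smchd1 RNA remained in every KO clone. At days 2 to 7 its level was 562 ± 37.0 RPM in iXist-ChrX_Dom WT (SD, n = 8) and 544 ± 41.9 RPM in clone A3 (SD, n = 8). In iXist-ChrX_Cast it was 609 ± 49.0 RPM in WT (SD, n = 11), 539 ± 68.4 RPM in D5 and 560 ± 45.7 RPM in G6 (SD, n = 8 each). At days 15 and later the log2 fold change of KO over WT was -0.42 in iXist-ChrX_Dom (SE 0.11, edgeR adjusted p = 0.462) and -0.15 in iXist-ChrX_Cast (SE 0.12, edgeR adjusted p = 0.628). In iXist-ChrX_Dom, A3 lay below WT on 4 of 4 late days (378 against 537, 411 against 648, 391 against 460 and 217 against 382 RPM). Smchd1 RNA was thus lower in late A3 but not past the threshold, and its level did not serve as a check of the KO state. The paper made the clones by CRISPR-Cas9 mutagenesis and reported from western blots that they lack SmcHD1 protein. The remaining RNA therefore does not count against the KO state.

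Differentiation was compared by marker genes and by principal components. On the first component, which held 73.8% of the variance of the 500 most variable autosomal genes, uninduced KO libraries averaged -22.5 (A3), -27.2 (D5) and -32.9 (G6), whereas late libraries averaged 43.8 and 54.9 for iXist-ChrX_Dom WT and A3, and 51.5, 63.3 and 72.6 for iXist-ChrX_Cast WT, D5 and G6. These averages took R1 and R2 as separate libraries, so the late G6 mean holds day 35 as R1 (84.0) and as R2 (83.9). With 2000 genes the component held 62.7%. In A3, Nanog RNA was lower than in WT by a log2 fold change of -1.02 at days 2 to 7 (SE 0.23, edgeR adjusted p = 0.0516; DESeq2 adjusted p = 0.00133), and Nanog lies in a part of chromosome 6 whose allele shares differed between WT replicates. At late days the value was -2.25 (SE 0.59, edgeR adjusted p = 0.462; DESeq2 adjusted p = 0.0126). Klf2, Nes and Vim did not pass the threshold in any edgeR fit.

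To follow silencing, the allelic ratio Xi/(Xi+Xa) was taken over the X-linked genes of each line. The iXist-ChrX_Dom genes ended at 103.396 Mb, near Xist, so the distal X was measured in iXist-ChrX_Cast only. The median ratio of uninduced A3 cells was 0.513. In iXist-ChrX_Dom WT it fell to 0.213 ± 0.0232 at day 2 and 0.0171 ± 0.00105 at day 7 (SD, n = 2 each), and in A3 it was 0.0318 ± 0.00236 at day 7 (SD, n = 2). In iXist-ChrX_Cast WT it was 0.0171 ± 0.00646 at day 7 (SD, n = 3), against 0.0309 in D5 and 0.0241 in G6. At day 35 the median was 0.00487 in WT and 0.0281 in A3, and 0.00157 in iXist-ChrX_Cast WT, 0.0152 in D5 and 0.00791 in G6. Late WT medians lay below the ratio that a count of 0 allows for a gene of median depth, 0.0122 to 0.0160 in iXist-ChrX_Dom and 0.0107 to 0.0156 in iXist-ChrX_Cast, so residual expression of single genes in WT was often not measurable. Some KO medians of iXist-ChrX_Cast also lay below 0.0107. These were day 21 of D5 (0.00909) and of G6 (0.00395), and day 35 of G6 (0.00791). At day 52, 26 genes exceeded a ratio of 0.1 in WT and 71 in A3; at day 35 of iXist-ChrX_Cast these were 21 in WT, 78 in D5 and 54 in G6.

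**Figure D1:**
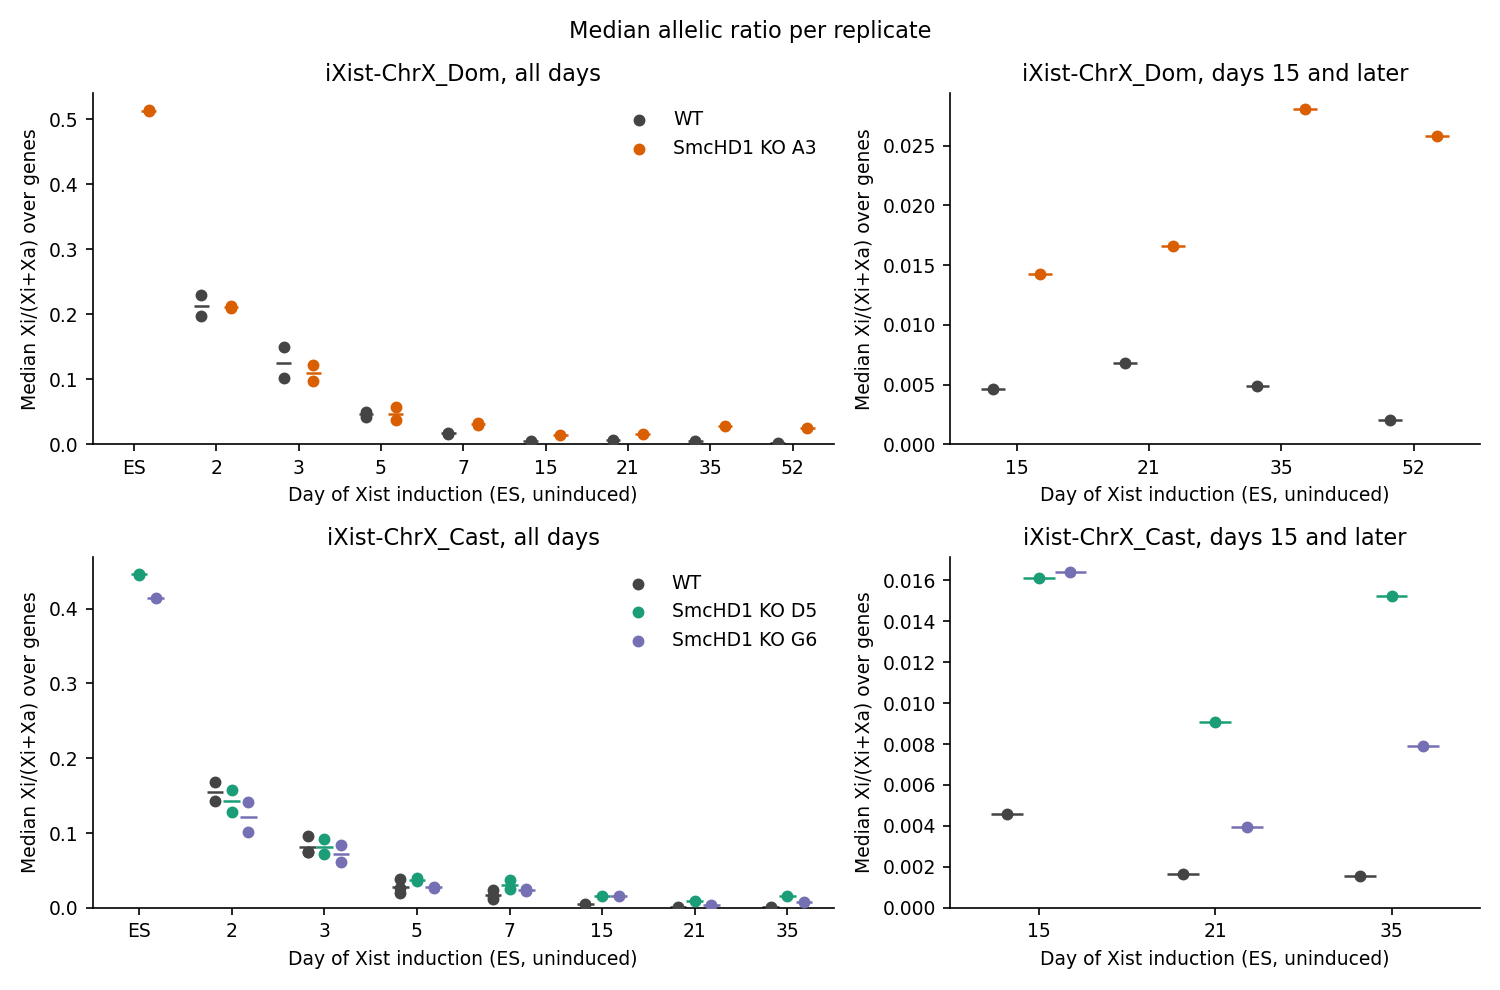
Median allelic ratio over X-linked genes (vertical axis, a fraction) by day of induction (horizontal axis) for WT and each KO clone. At days 15 and later, KO points lie above the WT point of the same line and day.

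Per-replicate medians were compared within each line and day. At days 15 and later, the KO median was higher by 0.0133 on average and higher in 7 of 7 line-days (two-sided exact permutation p = 0.00231, the smallest that 432 arrangements can give). The value was 0.0166 in iXist-ChrX_Dom alone, where the smallest possible exact p is 0.125, and 0.00885 in iXist-ChrX_Cast alone (exact permutation p = 0.0370). The late days are serial samples of the same clones, and D5 and G6 share the WT library of each day. These late tests took the libraries as independent, so their p-values do not cover variation between clones. At days 5 and 7, the difference was 0.00761 (permutation p = 0.0403), but R1 and R2 taken separately gave a permutation p of 0.0694. Leaving out 1 of the A3 day 5 replicates gave a difference of 0.00515 (replicate 1) or 0.0101 (replicate 2). At day 5 the R1 medians were 0.0233 (D5) and 0.0152 (G6), R2 0.0473 and 0.0372, and the WT mean 0.0283. At day 7 the R1 medians were 0.0244 and 0.0125, R2 0.0492 and 0.0289, and the WT mean 0.0171. The iXist-ChrX_Cast part of the difference thus depended in part on R2. At days 2 and 3 the difference was -0.0114 (permutation p = 0.203) and was not larger than chance allows.

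Next, single genes were tested at days 15 and later with limma. The fits took the late days as independent, although they are serial samples of the same clones. In iXist-ChrX_Dom, 8 of 238 genes passed, all higher in A3 (64 at an unadjusted p below 0.05). In iXist-ChrX_Cast, 28 of 388 genes passed, all higher in the clones (95 unadjusted). The choice that moved these counts most was a test of the allelic counts, which gave 60 and 106 genes. Both counts rest on all days: leaving out any day of iXist-ChrX_Dom gave 0 genes, and leaving out day 15 or day 35 of iXist-ChrX_Cast gave 0 and 9. The 5 genes with the largest differences in iXist-ChrX_Dom were Pin4 (X:102119464-102127673; 0.355, SE 0.0254, adjusted p = 0.0114), Igbp1 (X:100494290-100516125; 0.281, SE 0.0413, adjusted p = 0.0408), Yipf6 (X:98937780-98949020; 0.258, SE 0.0304), Nkap (X:37126762-37150746; 0.226, SE 0.0296) and Taf1 (X:101532734-101601789; 0.190, SE 0.0243), the last 3 with an adjusted p of 0.0342. Pin4 rested on only 23 to 50 allelic fragments per library. Igbp1 averaged 0.289 ± 0.0930 in A3 and 0.00826 ± 0.00568 in WT (SD, n = 4 days each), and at day 52 its ratio in A3 was 0.401 (261 of 651 fragments, 95% Wilson interval 0.364 to 0.439). In iXist-ChrX_Cast the 5 were Taf1 (0.218, SE 0.0255, adjusted p = 0.00524), Vma21 (X:71816079-71824706; 0.177, SE 0.0195, adjusted p = 0.00524), Slc25a53 (X:136981115-137038302; 0.162, SE 0.0353, adjusted p = 0.0455), Igbp1 (0.160, SE 0.0160, adjusted p = 0.00470) and Yipf6 (0.158, SE 0.0140, adjusted p = 0.00341). Taf1 averaged 0.262 ± 0.0564 over 6 KO libraries and 0.0441 ± 0.0180 over 3 WT libraries.

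The lines were then compared over the 226 genes tested in both. Of 8 genes passing in iXist-ChrX_Dom and 21 in iXist-ChrX_Cast, 7 were shared (one-sided Fisher's exact p = 1.61e-07, with genes taken as independent). All 8 and all 21 were higher in KO in the other line as well. Differences correlated across genes with Pearson's r of 0.757 and Spearman's rho of 0.664 (permutation p = 1e-05 each, the smallest that the resamples can give), and genes are not independent replicates.

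**Figure D2:**
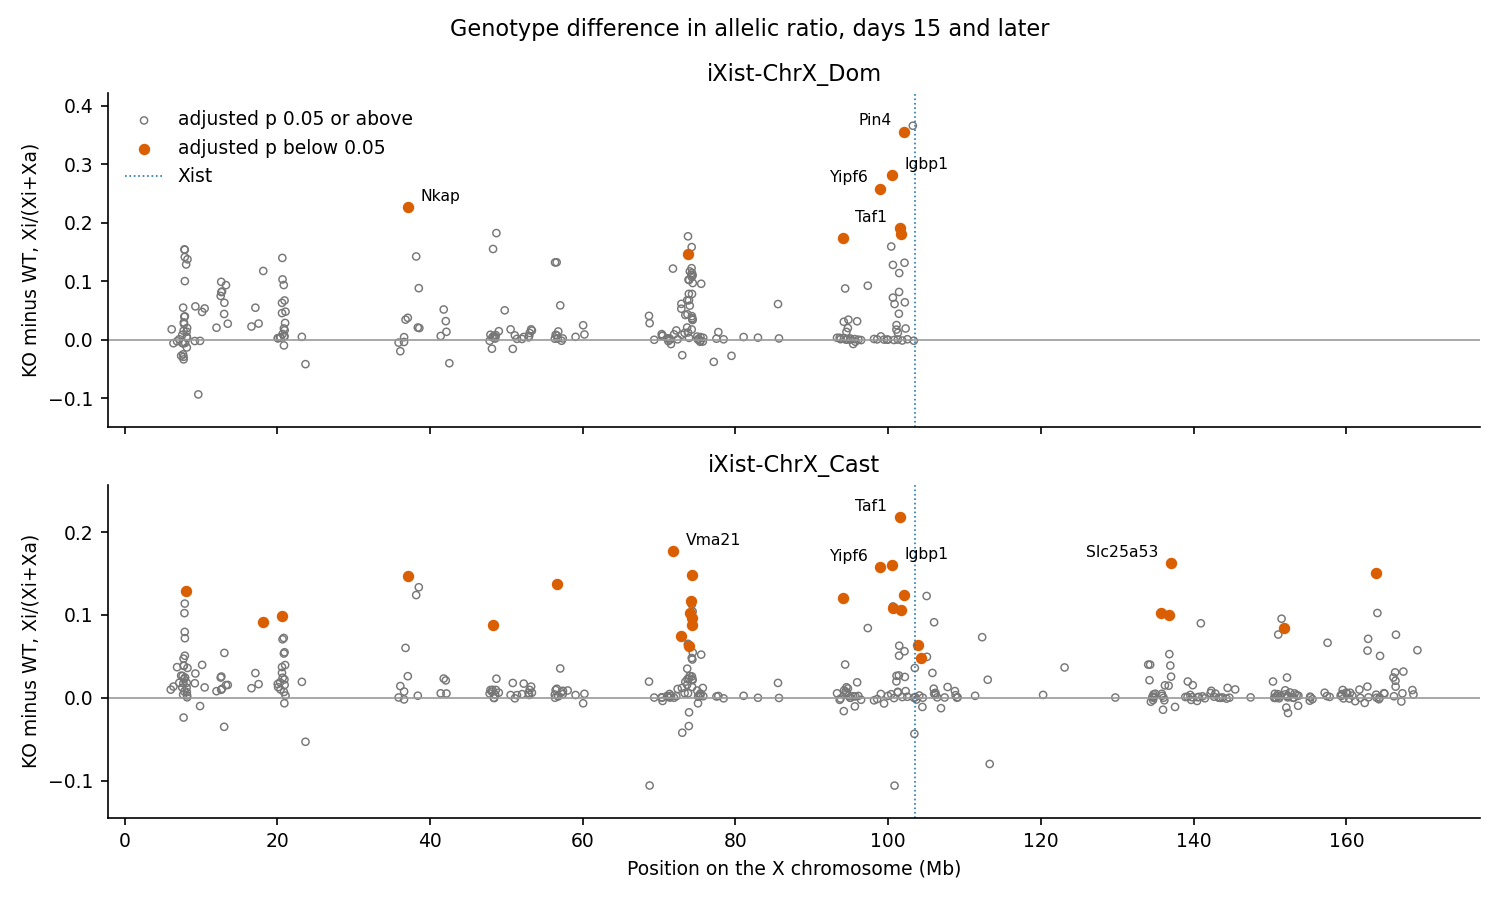
Late KO minus WT difference in allelic ratio per gene (vertical axis, a fraction) along the X chromosome (horizontal axis, Mb) in each line. In iXist-ChrX_Dom, 8 genes passed the threshold, and in iXist-ChrX_Cast 28 did.

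At days 5 and 7, 18 of 246 genes passed in iXist-ChrX_Dom (50 unadjusted), a count that fell to 0 without WT day 5 replicate 2. In iXist-ChrX_Cast 2 of 399 genes passed (66 unadjusted), Vma21 with a difference of 0.0797 and Prkx with 0.0280, both named after their values were seen; D5 alone gave 28 genes and G6 alone gave 0 (43 unadjusted). No gene passed at days 2 and 3: 0 of 246 (15 unadjusted) and 0 of 399 (32 unadjusted). The difference between KO and WT itself changed between days 2 and 3 and the late days for 18 of 238 genes in iXist-ChrX_Dom and for 48 of 388 in iXist-ChrX_Cast. Against days 5 and 7 in place of days 2 and 3, these counts were 0 (28 unadjusted) and 22.

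Genes known to stay active on Xi were described at late days. Eif2s3x kept a ratio of 0.215 ± 0.0367 in iXist-ChrX_Dom WT (SD, n = 4) and 0.380 ± 0.0495 in iXist-ChrX_Cast WT (SD, n = 3), against 0.246 and 0.364 in KO. Kdm6a rose from 0.0497 to 0.167 in iXist-ChrX_Dom (limma adjusted p = 0.0990) and from 0.0451 to 0.137 in iXist-ChrX_Cast (limma adjusted p = 0.0462).

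The relation of silencing speed to the late difference was examined across genes. The median half-time in WT was 1.53 days in iXist-ChrX_Dom (246 genes) and 1.31 days in iXist-ChrX_Cast (398 genes). Half-times of the 235 shared genes correlated between lines with a rho of 0.785 and an r of 0.855 (permutation p = 1e-05, the smallest possible, and p = 0.00012). The r depended on the fit: without a day 0 point rho was 0.465 and r 0.437, with a free plateau rho was 0.746 and r -0.0312 (permutation p = 0.674), and with log2 half-times r was 0.664. Half-time correlated with the late difference with a rho of 0.404 within iXist-ChrX_Dom and 0.521 within iXist-ChrX_Cast, and of 0.490 (iXist-ChrX_Dom half-times) and 0.515 (iXist-ChrX_Cast half-times) when half-time and difference came from different lines (permutation p = 1e-05 each, Benjamini-Hochberg value 1e-05 over the 5 relations). Without a day 0 point these 4 were 0.262, 0.316, 0.196 and 0.371, and without day 35 the first was 0.242. Pearson's r did not pass in any of these 4 relations (0.000949, 0.0352, 0.0965 and 0.0495; permutation p = 0.990, 0.473, 0.126 and 0.428, Benjamini-Hochberg values 0.990, 0.591, 0.315 and 0.591). Without escape genes and genes with a WT late ratio above 0.1, r was 0.510 (217 genes), 0.436 (373 genes) and 0.443 (222 genes) in the first 3 (permutation p = 1e-05 each) and 0.124 (211 genes, permutation p = 0.0511) in the last. With a free plateau r was 0.0375, 0.485, 0.0969 and 0.477, and with log2 half-times 0.330, 0.374, 0.370 and 0.361.

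**Figure D3:**
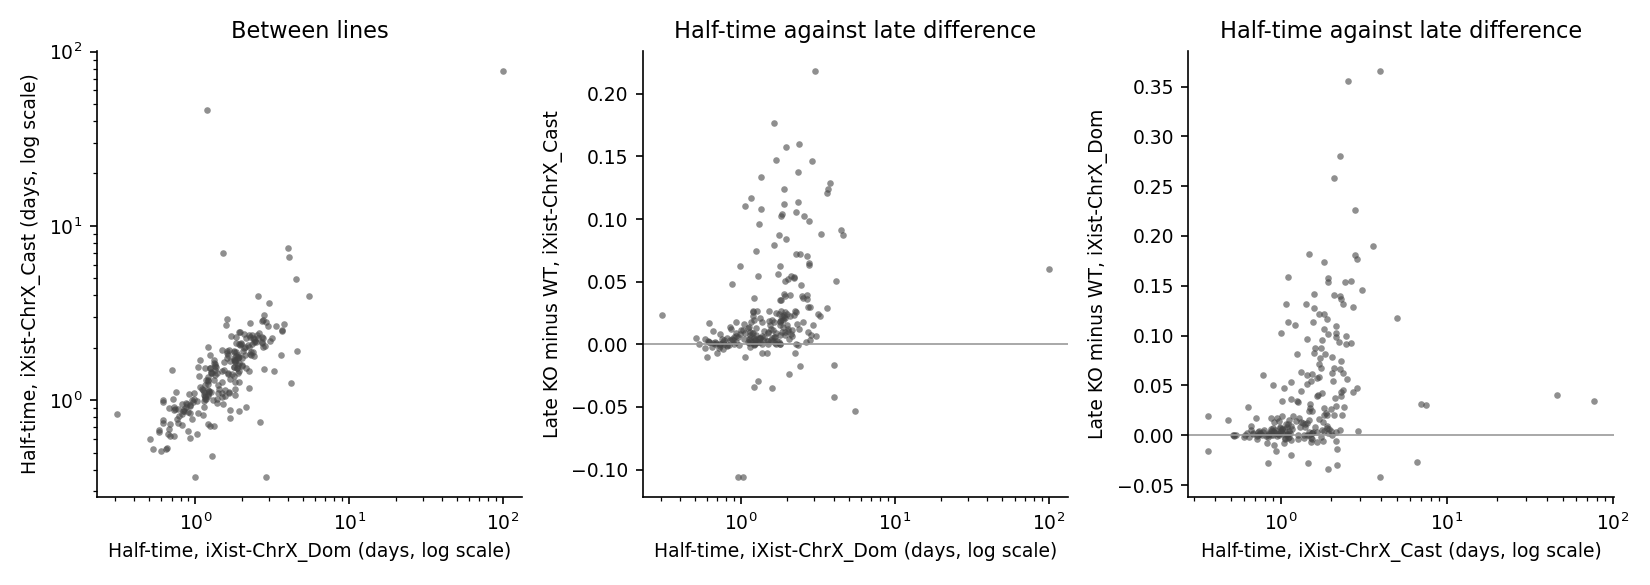
Silencing half-time in WT cells (days, log axis) per gene, compared between lines and with the late KO minus WT difference in allelic ratio. Slowly silenced genes ranked higher in the late difference of the other line, with a rho of 0.490 for iXist-ChrX_Dom half-times and 0.515 for iXist-ChrX_Cast half-times.

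Xist RNA was compared because its level could differ between genotypes. Over both lines, the log2 difference of KO over WT was 0.06 at days 2 to 7 (permutation p = 0.548) and -0.02 at days 15 and later (exact permutation p = 0.935), with TMM scaling turning the late value to 0.10. By line, the early value was 0.29 in iXist-ChrX_Dom (permutation p = 0.00926) and -0.17 in iXist-ChrX_Cast (permutation p = 0.330), and the difference between lines was 0.465 (permutation p = 0.0226). Within iXist-ChrX_Cast, D5 lay below WT by a log2 difference of -0.55 (lower on 4 of 4 days, exact permutation p = 0.00183), G6 was at 0.21 (higher on 3 of 4 days, exact permutation p = 0.152), and G6 exceeded D5 by 0.77 (4 of 4 days, exact permutation p = 0.00154, the smallest that 1296 arrangements can give). The late mean also joined opposite values, 0.22 in iXist-ChrX_Dom (exact permutation p = 0.5) and -0.33 in iXist-ChrX_Cast (exact permutation p = 0.296), whose difference of 0.545 was not past the threshold (permutation p = 0.146).

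**Figure D4:**
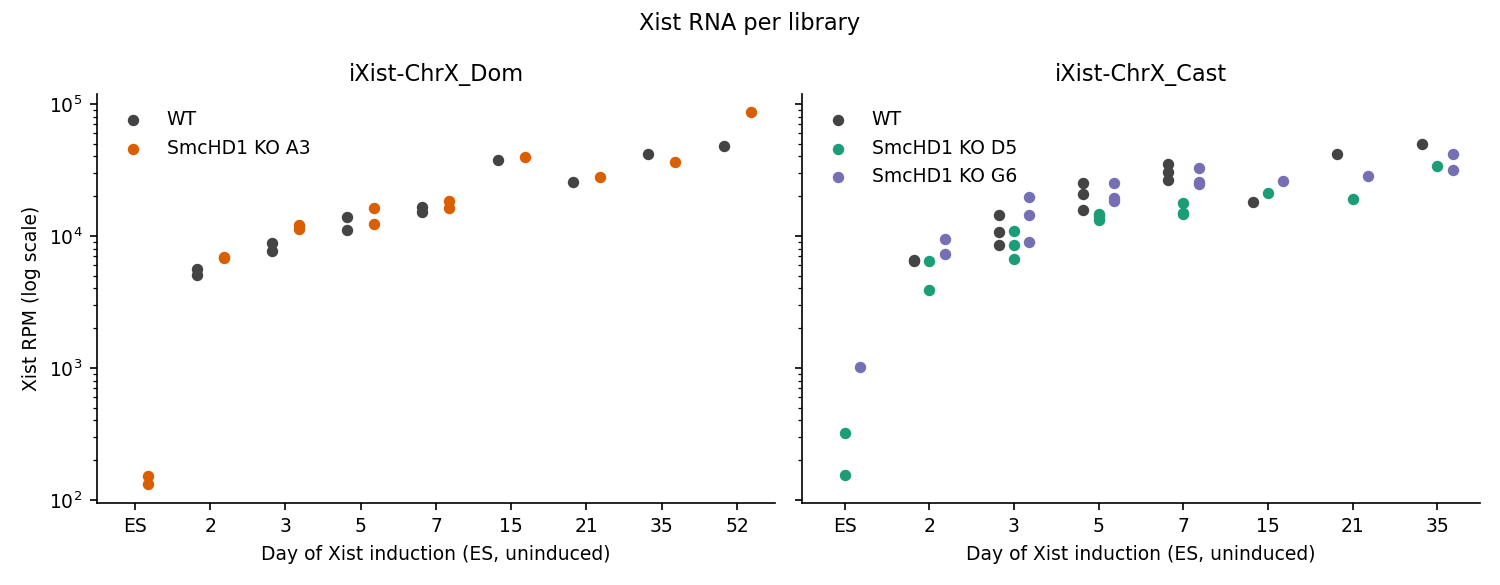
Xist RNA level (RPM, log axis) by line, genotype and day. At late days the mean log2 difference of KO over WT was 0.22 in iXist-ChrX_Dom and -0.33 in iXist-ChrX_Cast, neither past the threshold.

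Total RNA levels were compared across all genes with edgeR. At days 15 and later 0 of 15229 genes passed in iXist-ChrX_Dom (1622 unadjusted) and 0 of 14963 in iXist-ChrX_Cast (1898 unadjusted); DESeq2 gave 189 and 426, and a single fit over all libraries of a line gave 1379 and 1870. At days 2 to 7, 124 of 15443 genes passed in iXist-ChrX_Dom (58 higher and 66 lower; 41 and 88 with library totals) and 59 of 15499 in iXist-ChrX_Cast (32 higher and 27 lower). These early counts did not measure genotype alone. Dividing the 16 iXist-ChrX_Dom libraries by replicate number, crossed between genotypes, gave 2475 genes, and WT replicate 1 differed from WT replicate 2 in 978 genes; with the crossed number as a block the genotype count was 540. In iXist-ChrX_Cast, the differences between replicates 1 and 2 of D5 and of G6 correlated at 0.810, 0.734, 0.717 and 0.407 at days 2, 3, 5 and 7. Replicates of the same number thus shared differences between these clones. With WT the correlations were positive at days 2 and 7 and negative at days 3 and 5. The iXist-ChrX_Cast count with replicate number as a block is given below. Segments with unequal allele shares held 20 of the 124 genes and 10 of the 59.

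**Figure D5:**
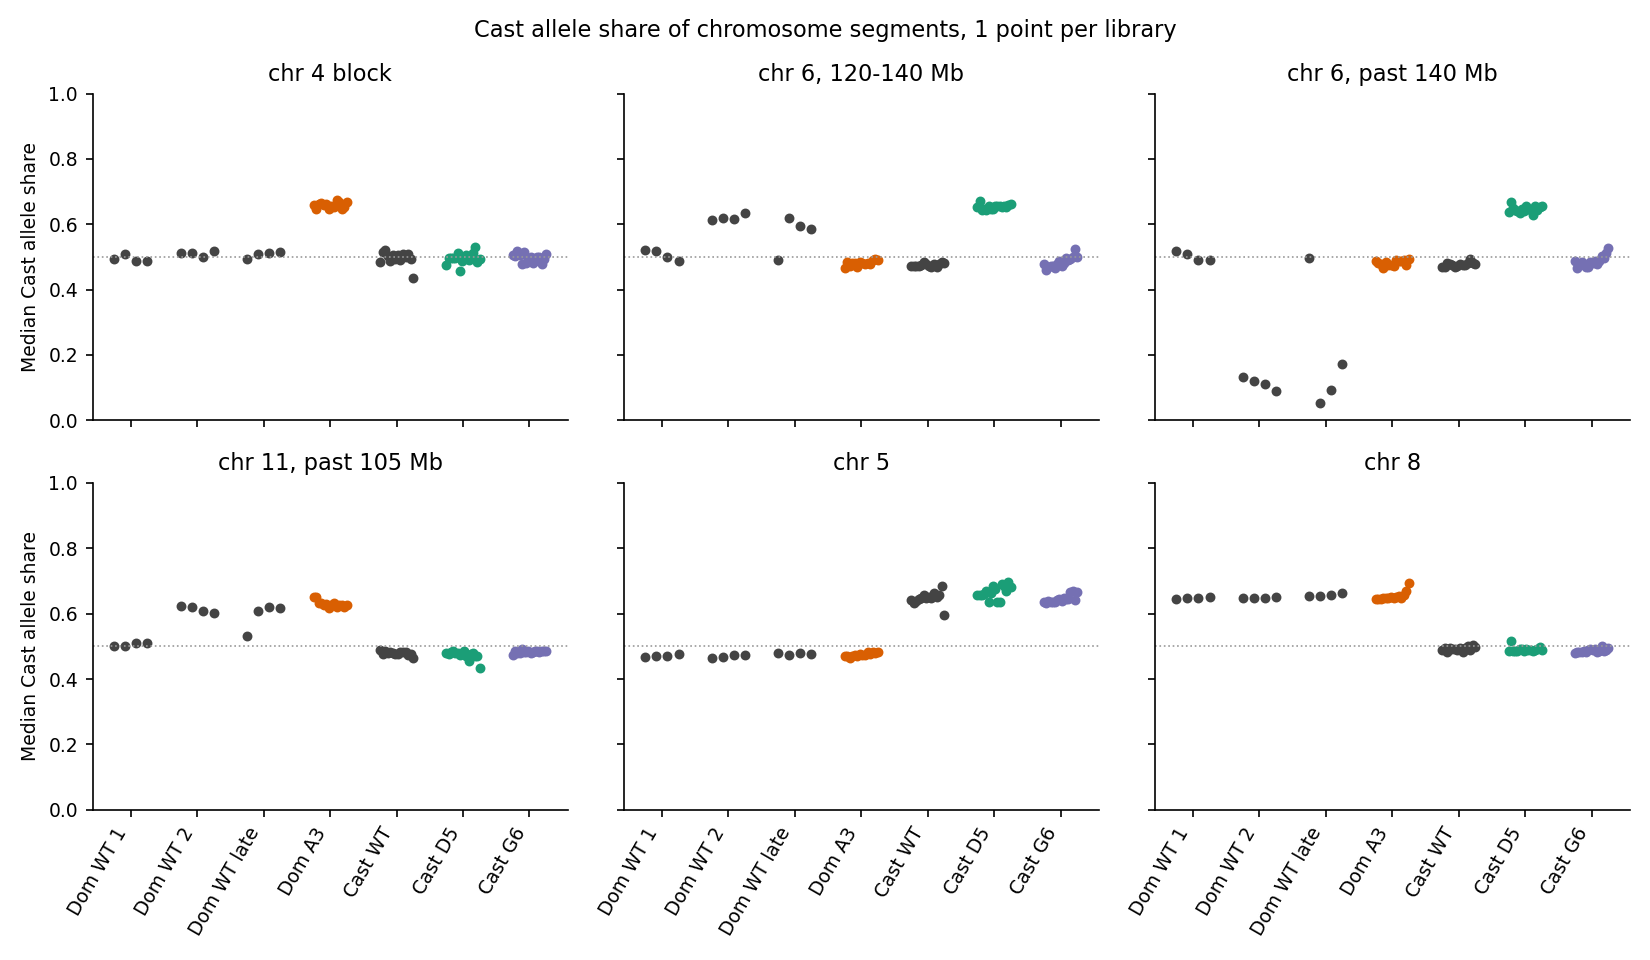
Share of the Cast allele (vertical axis, a fraction) over autosomal segments by group of libraries. Shares near 0.65 or near 0.1 mark segments where single clones or replicates differ from the rest of their line, or, on chromosomes 5 and 8, where the lines differ.

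The X-linked genes as a set were higher in KO in iXist-ChrX_Cast (531 genes; median log2 fold change 0.09 against -0.01 for other genes; camera p = 0.0113), which held under fry (p = 0.0479) but not with an estimated correlation (p = 0.0664). In iXist-ChrX_Dom the set of 539 genes had a median of -0.01 against -0.00 for other genes and passed under none of these tests. Of 33 imprinted genes tested at late days, 0 passed over all genes in either line (6 and 3 unadjusted), and 1 and 0 passed adjusted over the list alone (Peg10, log2 fold change 0.86 in iXist-ChrX_Dom, named after its value was seen). Of 32 and 26 Hox genes, 0 passed over all genes and 0 adjusted over the list alone (6 and 1 unadjusted). As sets, these lists did not shift in a single direction under fry (0.723 and 0.0683 for imprinted genes, 0.565 and 0.712 for Hox genes), but its p-values for changes in mixed directions were 0.00865 and 0.0291 for imprinted genes and 0.0298 and 0.452 for Hox genes, not adjusted for the number of sets. Only 1 of 53 clustered protocadherins was tested, Pcdha1, named after its values were seen. Its log2 fold change was 2.45 (SE 0.61) and 4.90 (SE 0.87), which did not pass in either line over all genes (edgeR adjusted p = 0.462 and 0.271; unadjusted 0.00901 and 0.000501). With 1 gene tested, the value adjusted over the list alone equals the unadjusted one. Pcdha1 thus passed over the list alone in both lines, but without any correction for the number of genes. It was higher than in WT of the same day in 4 of 4 A3 replicates and 6 of 6 D5 and G6 replicates, from counts of at most 25 in WT, and the overlap of its transcript with other cluster members leaves the source of these fragments uncertain.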

Values the study reported

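The study reported a Spearman's rank correlation of 0.82 between the silencing half-times of iXist-ChrX_Dom and iXist-ChrX_Cast across X-linked genes.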

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

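The tests of mixed cells, loss of Xi, late Xist level, Xist by clone, copies near Xist, differentiation, position, scale, number of libraries, library exchange and mapping bias, and most splits of the libraries, were chosen only after the result was seen. No sample was tested for lying far from its group, since groups held at most 3 replicates.

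The effect of genotype on the allelic ratio differed between the late days and days 2 and 3 for 18 genes in iXist-ChrX_Dom and 48 in iXist-ChrX_Cast. Scale did not account for it, as the log2 scale gave 63 genes in iXist-ChrX_Dom. The number of libraries did not either, since iXist-ChrX_Cast had more replicates at days 2 and 3 than at the late days and gave 0 genes there (32 unadjusted). Of 100 splits of the libraries, 2 gave as many genes in each line, the real split included. The other split in each line (19 and 54 genes) divided the late libraries by genotype. At days 2 and 3 that of iXist-ChrX_Dom held 2 WT and 2 A3 libraries in each set, and that of iXist-ChrX_Cast mixed the genotypes in part. As many genes thus arose where the early libraries of iXist-ChrX_Dom were evenly mixed, so the count reflects the late difference and shows little about genotype at days 2 and 3.

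Several technical explanations were weighed for the higher late ratios in KO. Cells without silencing mixed into KO cultures would raise all genes alike. Over 257 values of deeply covered genes, the lower quartile of the differences was only 0.00200 against a mean of 0.0351. These were 100 genes of iXist-ChrX_Dom and 157 of iXist-ChrX_Cast, and a gene of both lines could enter once per line. Loss of Xi in WT cultures would lower escape genes by the same factor as others. Their WT ratio was 0.715 of that in KO in the median over 11 values. This was 0.455 over 3 genes in iXist-ChrX_Dom (0.298 to 0.876) and 0.787 over 8 in iXist-ChrX_Cast (0.330 to 1.04). For the median gene it was 0.216 and 0.227, which argues against loss as the whole cause but leaves partial loss open. KO libraries lay nearer to uninduced cells on the first component in 1 of 7 line-days. Allelic depth correlated with the difference at a mean rank correlation of only 0.0299 (permutation p = 0.462). A further Xi copy near Xist in all KO cells was not seen in uninduced clones: genes next to Xist had a median ratio of 0.502 against 0.514 for the others in iXist-ChrX_Dom (-0.0118, 95% bootstrap interval -0.0355 to 0.0163) and 0.448 against 0.436 in iXist-ChrX_Cast (0.0124, -0.00920 to 0.0355), where such a copy would give 0.165 and 0.171. Neighbouring genes had similar differences (rank correlation 0.273 over 606 pairs, permutation p = 0.0001, the smallest of 10000 shuffles), so position along X may contribute. A lower Xist level in KO stays open in both lines, as late days are few: the log2 difference was 0.218 in iXist-ChrX_Dom (higher in KO on 3 of 4 days, exact permutation p = 0.5, where the smallest possible is 0.125) and -0.327 in iXist-ChrX_Cast (higher on 1 of 3 days, exact permutation p = 0.296). The late counts of 8 and 28 genes were reached by 1 of 35 and 1 of 84 splits, in each line the real split itself. Most other splits were not balanced by day as the real one is, so this comparison is weak evidence against chance. A role of SmcHD1 in completing silencing is therefore a hypothesis that these data leave open, with 1 clone in one line and a pair in the other.

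Between lines, the late effect differed for 1 gene, Pin4, named after its value was seen (0.232, SE 0.0247, limma adjusted p = 0.000548; 12 genes unadjusted). Its depth was low, and 8 of 100 splits gave as many genes and up to 70, so this difference is no larger than other divisions of the libraries give.

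The Xist difference between KO and WT at days 2 to 7 differed between lines by 0.465. Library scaling did not remove it (0.53 with TMM, permutation p = 0.0212). Nor do the distinct WT populations of iXist-ChrX_Dom account for all of it, since the mean of the A3 replicates exceeded each WT replicate on 4 of 4 days, by 0.223 on average for replicate 2 and 0.37 for replicate 1, although single A3 replicates at days 5 and 7 fell below a WT replicate. The clones of iXist-ChrX_Cast differed, G6 exceeding D5 by 0.77 (exact permutation p = 0.00154). With G6 alone the difference between lines was 0.0814 (permutation p = 0.671), and with D5 alone it was 0.848 (permutation p = 3e-05). A difference between clones D5 and G6 is therefore a candidate explanation, and why these clones differ was not tested.

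Allele shares on autosomes, which the comparisons of the report do not use, departed from equality in segments. Over 3 genes of a block on chromosome 4 (41114426 to 41275135) the Cast share was 0.660 in A3 and 0.510 in WT, and the block was unchanged in D5 and G6 (relative log2 RNA level 0.0145), so a copy gain in A3 is a candidate explanation and a response to SmcHD1 loss is not. The other genes of the block were too shallow for this share. Of the 10 genes past the threshold up to 41774176, all had a higher share in A3 than in WT, but not all were near 0.660: Kif24 was at 0.508 against 0.453 (886 fragments) and Ccl27a at 0.316 against 0.246 (171 fragments), both named after their values were seen. Past 120 Mb of chromosome 6 the share was 0.651 in D5, 0.475 in WT and 0.483 in G6. The relative log2 RNA level there was 0.0278 in G6, so a copy gain in D5 may account for it better than the genotype.

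Past 140 Mb of chromosome 6 the Cast share was 0.115 in replicate 2 of iXist-ChrX_Dom WT, 0.0921 in WT of days 21 to 52, 0.497 at day 15 and 0.500 in replicate 1. RNA of the segment was lower in replicate 2 than in replicate 1 (log2 -0.72). These values join parts with different shares. Past Etnk1 the share was 0.103 in replicate 2 and 0.509 in replicate 1, with an RNA difference of -0.86, below all windows of as many genes elsewhere (-0.242 to 0.528), in line with loss of the Cast copy there. From Plekha5 to Etnk1 (genes named after their values were seen) the share was 0.611 against 0.490, and from 120 to 140 Mb it was 0.617 against 0.509, which loss does not cover and for which no explanation was tested. RNA differed there by 0.29 and 0.37, within the range of other windows (-0.404 to 0.655 and -0.157 to 0.370). The value from 120 to 140 Mb (0.367) lay just below the highest of its 100 windows. An exchange with a library of the other line is excluded by chromosome 8, whose share was at least 0.646 in all iXist-ChrX_Dom WT libraries, as is characteristic of that line. On distal chromosome 11 the share was 0.628 in A3 and 0.613 in WT replicate 2 but 0.506 in WT replicate 1, with RNA higher by 0.31 in replicate 2 than in replicate 1, in line with a gained copy. WT replicates of iXist-ChrX_Dom were thus distinguishable cell populations, and no biological explanation was tested for them.

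In every library of iXist-ChrX_Cast the share over chromosome 5 was high (0.648), as was that over chromosome 8 in iXist-ChrX_Dom (0.649). Chromosome 8 RNA was higher in iXist-ChrX_Dom by 0.49 (log2), consistent with a further copy. Mapping bias is not a candidate, as the chromosome 8 share was 0.489 in iXist-ChrX_Cast.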

How the results depend on the processing

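Across 32 results and 369 alternatives, 253 kept direction and side of the threshold, 71 were weaker, 36 stronger, 8 reversed and 1 moved; among 268 alternatives for single genes these were 196, 47, 11, 14 and 0. For the changes below the cause was not tested unless stated. Each alternative that had been chosen beforehand was run.

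On the log2 scale more genes passed: 38 in iXist-ChrX_Dom late, 85 and 10 in iXist-ChrX_Cast late and at days 5 and 7, 63 and 117 for the change with period, and 2 between lines. Allelic counts gave 60, 106 and 14. Without a variance trend the iXist-ChrX_Cast count at days 5 and 7 was 4. D5 alone gave 0 late (90 unadjusted) and 28 at days 5 and 7, and G6 alone gave 0 (80 unadjusted) and 0 (43 unadjusted), with fewer libraries in each; separate R1 and R2 gave 1. With days 5 and 7 as the early period the change with period was 0 (28 unadjusted) and 22. The median difference was 0.0166 (late) and 0.00789 (days 5 and 7) in iXist-ChrX_Dom alone, 0.00733 at days 5 and 7 in iXist-ChrX_Cast alone and 0.00746 with separate R1 and R2, none past the threshold; the late iXist-ChrX_Dom design cannot pass it.

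For total RNA, DESeq2 gave 189 and 426 genes late and 550 and 244 at days 2 to 7, and all libraries in a single fit gave 1379 and 1870 late and 73 in iXist-ChrX_Dom early. In iXist-ChrX_Cast at days 2 to 7, library totals gave 114, no filter 37, D5 alone 1285 and G6 alone 273. DESeq2 also passed 1 protocadherin in each line, 1 Hox gene in iXist-ChrX_Dom, and 3 and 1 imprinted genes. Library totals shifted the late median of other genes to -0.13 and -0.09. The X-linked set in iXist-ChrX_Cast had p = 0.0664 with an estimated correlation, and the first component held 62.7% with 2000 genes.

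With the replicate block, pairing libraries by number gave 9 genes in iXist-ChrX_Dom and 17 in iXist-ChrX_Cast at days 5 and 7, and 249 in total RNA of iXist-ChrX_Cast. Crossed pairing gave 12 genes at days 5 and 7 and 540 in total RNA of iXist-ChrX_Dom.

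Xist differences were 0.29 (days 2 to 7) and 0.22 (late) in iXist-ChrX_Dom alone, -0.17 in iXist-ChrX_Cast alone at days 2 to 7, 0.10 late with TMM, -0.13 (days 2 to 7) with D5 as the only iXist-ChrX_Cast clone, and 0.25 (permutation p = 0.00466) and 0.0543 (late) with G6 as the only one. Among genes with small differences, Eif2s3x was 0.00481 in D5 alone, Ftx -0.00991 in G6 alone and -0.0101 with separate R1 and R2, and Kdm5c -0.00490 in G6 alone. With library totals the log2 changes in iXist-ChrX_Dom were -0.0788 (Klf2, late), -0.00945 (Vim, late) and -0.0456 (Smchd1, days 2 to 7), and 0.00562 for Nes in iXist-ChrX_Cast at days 2 to 7.

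Leaving out 1 day gave 0 genes in every late fit of iXist-ChrX_Dom, 0 (without day 15) to 9 (without day 35) in iXist-ChrX_Cast, and for the change with period 8 (without day 52) to 21 (without day 21) and 27 (without day 15) to 37 (without day 21). Leaving out 1 library gave 0 (WT day 5 replicate 2) to 14 (A3 day 7 replicate 2) at days 5 and 7 in iXist-ChrX_Dom, 1 (WT day 5 replicate 1) to 8 (WT day 5 replicate 3) in iXist-ChrX_Cast, 9 (WT day 5 replicate 2) to 251 (WT day 7 replicate 1) in total RNA of iXist-ChrX_Dom and 22 (WT day 5 replicate 1) to 69 (D5 day 5 replicate 2) in iXist-ChrX_Cast. The median difference ranged from 0.0115 to 0.0147 late, past the threshold in all 7 fits, from 0.00515 to 0.0101 at days 5 and 7, past it in 11 of 22 (lowest without A3 day 5 replicate 1, highest without replicate 2), and from -0.0173 to -0.00551 at days 2 and 3. The rho of half-time with the late difference ranged from 0.242 (without day 35) to 0.493 (without day 52) within iXist-ChrX_Dom, from 0.490 to 0.524 within iXist-ChrX_Cast, from 0.474 to 0.514 for iXist-ChrX_Dom half-times with iXist-ChrX_Cast differences and from 0.365 to 0.588 the other way, past the threshold in each fit. Late Xist ranged from -0.16 (without iXist-ChrX_Dom day 52) to 0.12 (without iXist-ChrX_Cast day 21). In iXist-ChrX_Cast, Ddx3x was -0.00862 (without day 15) to 0.0276 (without day 35), Eif2s3x -0.0309 (without day 15) to 0.00417 (without day 35), Ftx -0.0419 (without day 15) to 0.0814 (without day 35) and Jpx -0.0126 (without day 15) to 0.131 (without day 35).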

Other observations

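No test in this part was planned before its result was seen. At days 2 to 7, dividing iXist-ChrX_Dom libraries into WT replicate 1 with A3 replicate 2 against WT replicate 2 with A3 replicate 1 gave 2475 genes in total RNA, where genotype gave 124. Replicate number without crossing gave 0 (398 unadjusted). Within WT the replicates differed in 978 genes, and within A3 in 19. Of 100 random splits 2 gave as many genes as genotype, the real one included, and the other (253 genes) held all 4 WT replicate 2 libraries with 3 A3 replicate 1 libraries and 1 A3 replicate 2 library. In iXist-ChrX_Cast 2 of 100 splits gave at least 59 genes, the other giving 150. The labels state no batch, and whether the crossed division reflects culture or library preparation was not tested. Copy differences of WT replicate 2 do not account for it: outside the segments of chromosomes 6 and 11 (11760 genes) the differences between replicates 1 and 2 of WT and of A3 correlated negatively on each of 4 days (Pearson's r from -0.744 to -0.465), although the A3 replicates had similar shares in these segments.

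Other divisions of the libraries were counted for the remaining allelic fits. At days 5 and 7, 1 of 35 splits reached 18 genes in iXist-ChrX_Dom, the real one itself. In iXist-ChrX_Cast 2 of 100 reached 2 genes, the real one included and the other with 22. The splits were drawn without regard to day. At days 2 and 3 genotype gave 0 genes in both lines (15 and 32 unadjusted). Any division reaches a count of 0, so the splits cannot test this result. For late total RNA genotype also gave 0 genes (1622 and 1898 unadjusted), and no other division was run.

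Chromosome 12 past 75 Mb had a Cast share of 0.727 in both lines, and its cause was not tested. Uninduced KO clones already held Xist RNA at 141 RPM (A3), 238 RPM (D5) and 1009 RPM (G6).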
